# ZC3HC1 has many functions distinct from TPR and is dispensable for TPR localisation to the nuclear basket

**DOI:** 10.12688/wellcomeopenres.23711.2

**Published:** 2025-11-24

**Authors:** Bethany M Bartlett, Juan Carlos Acosta, Wendy A Bickmore

**Keywords:** histone mRNA export, mRNA export. nuclear pore

## Abstract

**Background:**

The nuclear basket is a ‘fishtrap’-like structure on the nucleoplasmic face of the nuclear pore complex which has been implicated in diverse functions including RNA export, heterochromatin organisation, and mitosis. Recently, a novel component of the nuclear basket, ZC3HC1, has been described. The localisation of ZC3HC1 to nuclear pores has been reported to occur reciprocally with TPR, a major structural component of the nuclear basket.

**Methods:**

Using siRNA-mediated knock down, immunofluorescence and RNA sequencing we compare the consequences of depleting two proteins of the nuclear pore basket – TPR and ZC3HC1.

**Results:**

We show that in human fibroblasts, although ZC3HC1 localisation to nuclear pores is TPR-dependent, TPR remains localised to pores when ZC3HC1 is depleted. Consistent with this, during oncogene-induced senescence, knockdown of ZC3HC1 does not compromise the formation of senescence-associated heterochromatin foci or activation of the senescence-associated secretory phenotype, which are both known to depend on the presence of TPR at the nuclear basket. We demonstrate that knockdown of TPR and ZC3HC1, although partially overlapping, also have many distinct transcriptional features

**Conclusions:**

Our results suggest that there is limited overlap in function between these two nuclear basket proteins in human diploid fibroblasts.

## Plain language summary

Nuclear pores are structures critical for the regulating how molecules get into and out of the nucleus of our cells. They provide a channel through which selected cargoes are transported. These cargoes include the messenger RNAs that carry the information from DNA in the nucleus to make proteins in the cell cytoplasm. On the nuclear side of the nuclear pore, there is a poorly understood structure called the nuclear basket. This paper explores two proteins called TPR and ZC3HC1 that localise at the nuclear basket. Exploring the function of these two proteins, this paper shows that whilst TPR is important for the export of certain classes of messenger RNA, ZC3HC1 is not. This suggests that these two proteins of the nuclear basket have quite different functions. In addition, we show that, whilst ZC3HC1 depends on TPR for its localisation at nuclear pores, the reverse is not the case - TPR localisation appears to be independent of ZC3HC1.

## Introduction

The nuclear pore complex (NPC) is a large transmembrane complex consisting of around 30 different proteins known as nucleoporins (Nups), organised into a cylindrical assembly with eightfold symmetry ( Petrovic *et al.*, 2022). The core structure consists of the inner ring, which lines the lumen of the nuclear pore, and outer rings sitting on each side of the nuclear envelope. On the cytoplasmic face of the pore, eight filaments extend into the cytoplasm, and on the nuclear side, eight nucleoplasmic filaments are joined to a double nuclear ring, forming a structure known as the nuclear basket ( Singh *et al.*, 2024).

The nuclear basket was first described as a ‘fishtrap’-like structure attached to the NPC ( Maul, 1976). Although there are near-atomic structures of the rest of the NPC, until recently the position of proteins in the nuclear basket had only been coarsely approximated ( Allegretti *et al.*, 2020; Kim *et al.*, 2018; Niepel *et al.*, 2013). However, cryo-electron tomography (cryo-ET) and integrative structural modelling have now provided unprecedented understanding of how the nuclear basket docks on to the double nuclear rings of the mammalian NPC ( Singh *et al.*, 2024) ( Figure 1A).

**Figure 1.**
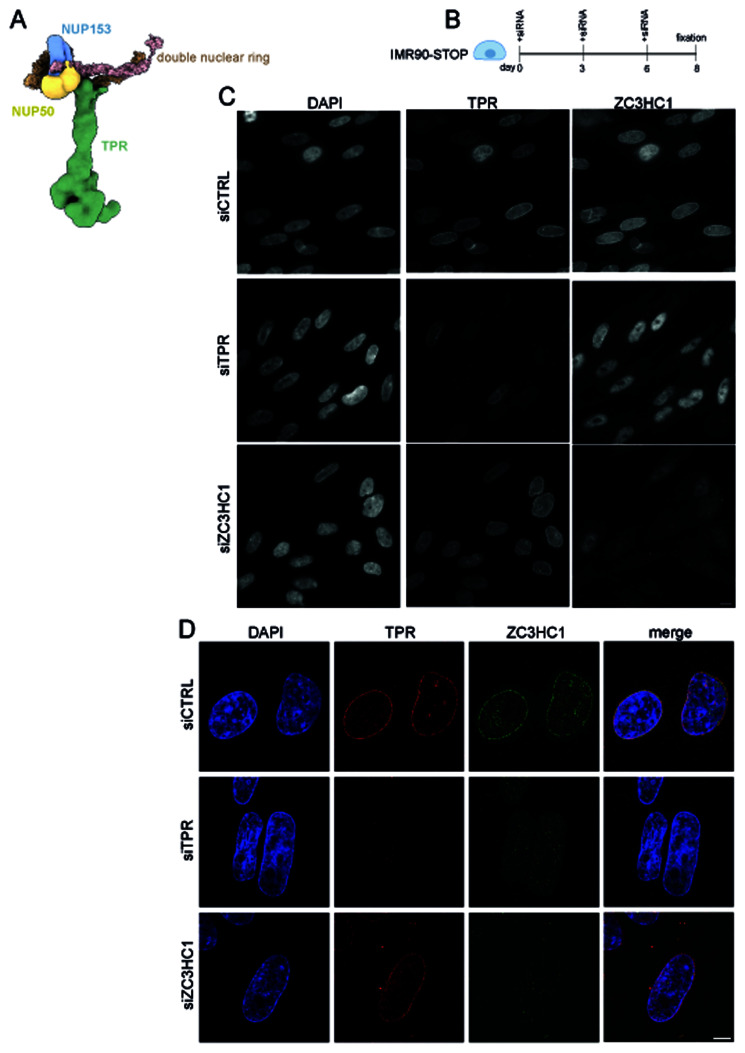
ZC3HC1 localisation to nuclear pores is dependent on TPR but ZC3HC1 knockdown does not delocalise TPR. **A**) Model of the mammalian nuclear pore basket showing the position of TPR (green), NUP50 (yellow), NUP153 (blue) and the double nuclear ring (brown). Adapted, with permission from Singh *et al.*, 2024. **B**) Schematic of experimental protocol for ZC3HC1 knockdown in IMR90-STOP cells. **C**) TPR and ZC3HC1 immunostaining in DAPI-stained IMR90-STOP cells after treatment for 8 days with control (CTRL) siRNA or with siRNAs targeting TPR or ZC3HC1. Immunostaining was carried out with antibodies detecting TPR (Abcam ab84516) or ZC3HC1 (Santa Cruz sc-365058). **D**) As in ( **C**) but imaged on a SoRa spinning disk confocal microscope. Immunostaining was carried out with antibodies detecting TPR or ZC3HC1 that were a gift from Volker Cordes and Philip Gunkel ( Table 1). Scale bars: 10μm.

The nuclear basket has a range of functions, many of which have been attributed to TPR, a 267-kDa basket Nup which is anchored to the NPC by its interaction with NUP153 ( Hase & Cordes, 2003). TPR is required for the specific export of short or intronless mRNAs by the TREX-2 complex ( Aksenova *et al*., 2020; Lee *et al*., 2020; Zuckerman *et al*., 2020) and appears to enhance the frequency at which mRNPs enter the pore for export ( Li *et al*., 2021). TPR also has a role in heterochromatin organisation – it is necessary for the exclusion of heterochromatin at nuclear pores, and for the formation of senescence-associated heterochromatic foci (SAHF) in senescent cells ( Boumendil *et al.*, 2019; Krull *et al.*, 2010). During oncogene-induced senescence, TPR is also necessary for inflammatory signalling, which we recently showed is due to the role of TPR in the generation of cytoplasmic chromatin fragments ( Bartlett *et al.*, 2024; Boumendil *et al.*, 2019).

Until recently the metazoan nuclear basket was thought to consist only of TPR and the NUP153 and NUP50 anchors to the nuclear ring ( Krull *et al.*, 2004; Lin & Hoelz, 2019) and the relative position of these proteins is confirmed by the recent molecular structure study ( Singh *et al*., 2024) ( Figure 1A). More recently, another component, ZC3HC1 (previously also known as NIPA), was found in isolated *Xenopus* oocyte nuclear envelopes, and subsequently confirmed to be part of the nuclear basket in other cells, including human cell lines, by electron microscopy ( Gunkel *et al.*, 2021). ZC3HC1, also known as NIPA, was previously shown to be part of a SCF E3 ubiquitin ligase which promotes the degradation of cyclin B1 during the cell cycle ( Bassermann *et al.*, 2005). TPR and ZC3HC1 are reported to show reciprocally dependent localisation to the NPC ( Gunkel *et al.*, 2021), with two pools of TPR in the nucleus; one which depends on ZC3HC1 for localisation to the nuclear pore and one which is ZC3HC1 independent ( Gunkel & Cordes, 2022). ZC3HC1 interacts with the NPC via its nuclear basket interaction domain, which is made up of two zinc-finger containing modules ( Gunkel *et al.*, 2023). A yeast homolog of ZC3HC1, known as Pml39, has a nuclear basket interaction domain with a similar structure to the human protein, but a low degree of sequence similarity ( Gunkel *et al.*, 2023). Pml39 is involved in the retention of improper messenger ribonucleoparticles in the nucleus ( Palancade *et al.*, 2005), suggesting that ZC3HC1 could play a role similar to TPR in regulating mRNA export. The precise position of Pml39/ZC3HC1 in the nuclear basket has yet to be determined ( Singh *et al.*, 2024)

Here we show that, in primary human fibroblasts, although ZC3HC1 localises at the NPC and that this localisation depends on TPR, the localisation of TPR to nuclear pores is not ZC3HC1 dependent, contrary to previous reports in other cells. Consistent with this, we show that knockdown of ZC3HC1 in fibroblasts during OIS does not affect the heterochromatin re-organisation that manifests as the formation of SAHF, or the activation of the senescence secretory-associated phenotype (SASP), and that we have previously shown to be dependent on the localization of TPR at the nuclear basket ( Boumendil *et al*., 2019). Furthermore, knockdown of ZC3HC1 in fibroblasts produces a transcriptional signature that only partially overlaps that seen after TPR knockdown. Together, these data suggest that TPR and ZC3HC1 have different functions in human fibroblasts.

## Methods

### Cell culture and siRNA transfection

Human IMR90 cells, infected with pLNC-ER:STOP retroviral vectors to produce neomycin resistant control cells (IMR90-STOP) ( Acosta *et al.*, 2013), were cultured in DMEM with 10% FBS, 100 nM 4-hydroxytamoxifen (4-OHT) and 1% penicillin/streptomycin in a 37 °C incubator with 5% CO _2_.

IMR90 cells were similarly infected with pLNC-ER:RAS retroviral vectors to generate IMR90-RAS cells. Incubation in media containing 100 nM 4-hydroxytamoxifen was used to induce OIS in these cells as previously described ( Acosta *et al*., 2013; Bartlett *et al*., 2024; Boumendil *et al*., 2019).

siRNA knockdown was carried out as previously described ( Bartlett *et al.*, 2024; Boumendil *et al.*, 2019). Briefly, 9 × 10 ^5^ STOP IMR90 cells (except for imaging experiments, which used 1.5 × 10 ^5^ cells) were transfected using Dharmafect transfection reagent (Dharmacon) with a 30nM final concentration of control (siCTRL, D-001810-10-59) or TPR (siTPR, L-010548-00) or ZC3HC1 (siZC3HC1, L-016879-02) siRNA pools (Dharmacon) ( Table 1). Transfections were carried out in the presence of 4-OHT and were repeated at day 0, 3 and 6 and cells fixed for imaging on day 8 ( Figure 1B). For RNA-seq, cells were harvested after 3 days after siRNA transfection.

OIS was induced in IMR90-RAS cells using 100nM 4-OHT for 8 days, and treated with siRNAS (control, TPR and ZC3HC1), as previously described ( Boumendil *et al*., 2019).

### Immunofluorescence

Cells grown on coverslips were fixed with 4% paraformaldehyde and blocked with 1% bovine serum albumin (BSA) as previously described ( Bartlett *et al.*, 2024). Coverslips were then incubated with primary antibody diluted in 1% BSA at the dilutions detailed in Table 1, for 45 mins in a humid chamber. After washing three times with PBS, coverslips were then incubated for 30 mins with fluorescently labelled secondary antibodies (Life Technologies, Table 1) followed by two washes in PBS. PBS with 50ng/ml DAPI was added for 4 mins, before a final wash with PBS and mounting onto slides with VectaShield (Vector Laboratories).

**Table 1.** List of antibodies and siRNAs. Antibodies used in immunofluorescence (IF) experiments with their corresponding dilutions. RRIDs are from https://www.rrids.org. Catalog numbers for SiRNA pools (Dharmacon) are also listed.

	Source or reference	Identifiers	Dilution
anti-TPR (rabbit polyclonal)	Abcam. Raised against residues 2300-2349	ab84516 RRID:AB_1861454	IF (1:500)
anti-TPR (mouse monoclonal)	Gift from Volker Cordes. Raised against residues 1462- 1500		IF (1:100)
anti-ZC3HC1 (mouse monoclonal)	Santa Cruz. Raised against residues 1-300	sc-365058 RRID:AB_10847677	IF (1:100)
anti-ZC3HC1 (guinea pig polyclonal)	Gift from Volker Cordes. Raised against residues 307-355		IF (1:200)
Anti-IL1b ((mouse monoclonal)	Bio-techne. Raised against Recombinant human IL-1 beta/IL-1F2 aa residues 117-269	MAB 201 RRID:AB_358006	IF (1:100)
anti-mouse IgG (H+L) secondary, Alexa Fluor 568 (donkey polyclonal)	Invitrogen	A10037 RRID:AB_11180865	IF (1:1000)
anti-rabbit IgG (H+L) secondary, Alexa Fluor 488 (goat polyclonal)	Invitrogen	A11034 RRID:AB_2576217	IF (1:1000)
On target plus non targeting control	Dharmacon	D-001810-10-59	
ON-TARGETplus Human siZC3HC1 pool	Dharmacon	L-016879-02	
ON-TARGETplus Human siTPR pool GAAGAAGUGCGUAAGAAUA UCAGUUGACUCCAGGAAUA UCAAGGAGGUUUAGGAAUG GGCAUACACUUACUAGAAA	Dharmacon	L-010548-00	

Epifluorescence images were acquired as previously described ( Bartlett *et al.*, 2024). Super-resolution images were acquired by Instant Sim microscopy ( Azuma & Kei, 2015) using a Nikon SoRa™ system. Imaging was carried out using a SR HP Plan Apo λS 100x 1.35NA Silicone lens (Nikon Instruments). The CMOS cameras used for acquisition were Teledyne Photometrics Prime 95B 488 / 561nm laser lines. Step size for Z stacks was set to 0.120μm as required by manufacturer’s software. Acquisition of images and deconvolution was carried out using the Nikon NIS Elements Advanced Research software ( https://www.microscope.healthcare.nikon.com/products/software/nis-elements/software-resources).

***Quantitative reverse transcription polymerase chain reaction (RT-qPCR).*** Total RNA was extracted using the RNeasy mini kit (Qiagen) and cDNAs generated using SuperScript II (Life Technologies). Real-time PCR was performed on a Bio-Rad CFX Touch using SYBR Green PCR master mix (Roche) and the primers specific for *GAPDH* (fw: CAGCCTCAAGATCATCAGCA; rev: TGTGGTCATGAGTCCTTCCA) and IL-1 *β* (fw:TGCACGCTCCGGGACTCACA; rev: CATGGAGAACACCACTTGTTGCTCC). A series of cDNA solutions with known dilutions were incubated with each set of primers to obtain relative expression values for each sample. Expression was normalised to *GAPDH*.

### RNA-seq library preparation and analysis

Total RNA was extracted from a 10cm tissue culture plate using the RNeasy mini kit (Qiagen). Library preparation, sequencing and data quality control were carried out as previously described ( Bartlett *et al.*, 2024).

Differential expression analysis was carried out using DeSeq2 ( Love *et al.*, 2014). Gene ontology analysis was carried out using clusterProfiler ( Wu *et al.*, 2021). Volcano plots were rendered using ggplot2 ( Wickham, 2016) and Venn diagrams rendered using VennDiagram ( Chen & Boutros, 2011). A list of intronless genes was obtained from the UCSC hg19 GTF file ( Nassar *et al.*, 2023) by sorting for genes with a single exon. The list of histone genes was obtained from HGNC ( Braschi *et al.*, 2019).

***Image analysis.*** For the quantification of SAHF, images were put through a macro in ImageJ in order to blind sample file names. Blinded images were assessed in the DAPI channel for the presence of SAHF, before plotting unblinded data using Graphpad Prism v9.0.

### Statistics

Statistical analysis for Figure 3A and Figure 4 were performed using R and the specific statistical tests used are described in the relevant text and Figure legends. For Figure 3D, a one-sided Fisher’s exact test was used to assess whether the overlap between genes dysregulated upon TPR or ZC3HC1 knockdown exceeds chance.

### Data availability

RNA-seq data for TPR and ZC3HC1 are available from NCBI GEO under Accession numbers GSE264387 and GSE286436 respectively.

## Results

### ZC3HC1 localisation to nuclear pores is dependent on TPR but ZC3HC1 knockdown does not delocalise TPR

We first sought to verify the presence of ZC3HC1 at nuclear pores. We used siRNAs to deplete TPR or ZC3HC1 in human IMR90 fibroblasts ( Bartlett *et al.*, 2024) over an 8-day period ( Figure 1B). Immunofluorescence and wide-field epifluorescence microscopy showed both TPR and ZC3HC1 present at the nuclear periphery in cells transfected with control siRNA ( Figure 1C). Depleting TPR caused ZC3HC1 to move away from the nuclear periphery and into the nucleoplasm as previously reported ( Gunkel *et al.*, 2021). However, TPR appeared to remain concentrated at the nuclear periphery in cells visibly depleted of ZC3HC1, though we cannot exclude that there may still be small residual amounts of ZC3HC1 remaining after siRNA-mediated knockdown. Super-resolution microscopy showed TPR and ZC3HC1 colocalised at nuclear pores in cells treated with the control siRNA ( Figure 1D). Although TPR knockdown caused ZC3HC1 to move away from the nuclear periphery, TPR remained visibly localised to nuclear pores when ZC3HC1 was knocked down ( Figure 1D).

### ZC3HC1 knockdown does not affect the formation of SAHF or the senescence-associated secretory phenotype during OIS

We have previously shown that the presence of TPR at the nuclear basket is required for heterochromatin reorganisation (SAHF formation), and the inflammatory signalling known as the senescence-associated secretory phenotype (SASP), during oncogene-induced senescence in IMR90 cells induced to express an oncogenic form of RAS (RAS ^G12V^) ( Bartlett *et al*., 2024; Boumendil *et al*., 2019). If ZC3HC1 depletion leads to loss of TPR at the nuclear basket, we might therefore expect to see an impact on SAHF formation and the SASP during OIS. To investigate this, we treated RAS cells with 4-OHT for 8 days and transfected with either a control siRNA (siCTRL) or siRNAs depleting TPR or ZC3HC1 ( Figure 2A). SAHF were readily detected in control siRNA transfected IMR90-RAS cells and, consistent with our previous data ( Bartlett *et al*., 2024; Boumendil *et al*., 2019), SAHF did not form in RAS cells transfected with the TPR siRNAs ( Figure 2B). However, SAHF were present in cells depleted of ZC3HC1 (siZC3HC1) with no significant difference in the percentage of cells with SAHF between the RAS siCTRL and RAS siZC3HC1 samples ( Figure 2B). Immunostaining for IL-1β, a SASP cytokine showed, as expected, loss of IL-1β production in IMR90-RAS cells after depletion of TPR, but IL-1β was readily detected in the cytoplasm of IMR90-RAS cells transfected with siRNAs targeting ZC3HC1 ( Figure 2C). This suggests that the SASP is not affected by ZC3HC1 knockdown. These results were verified by RT-qPCR for *IL-1β* mRNA. Knocking down TPR led to a significant decrease in *IL-1β* expression but there was no difference in *IL-1β* mRNA levels between senescent cells treated with the control or ZC3HC1 siRNAs ( Figure 2C).

**Figure 2.**
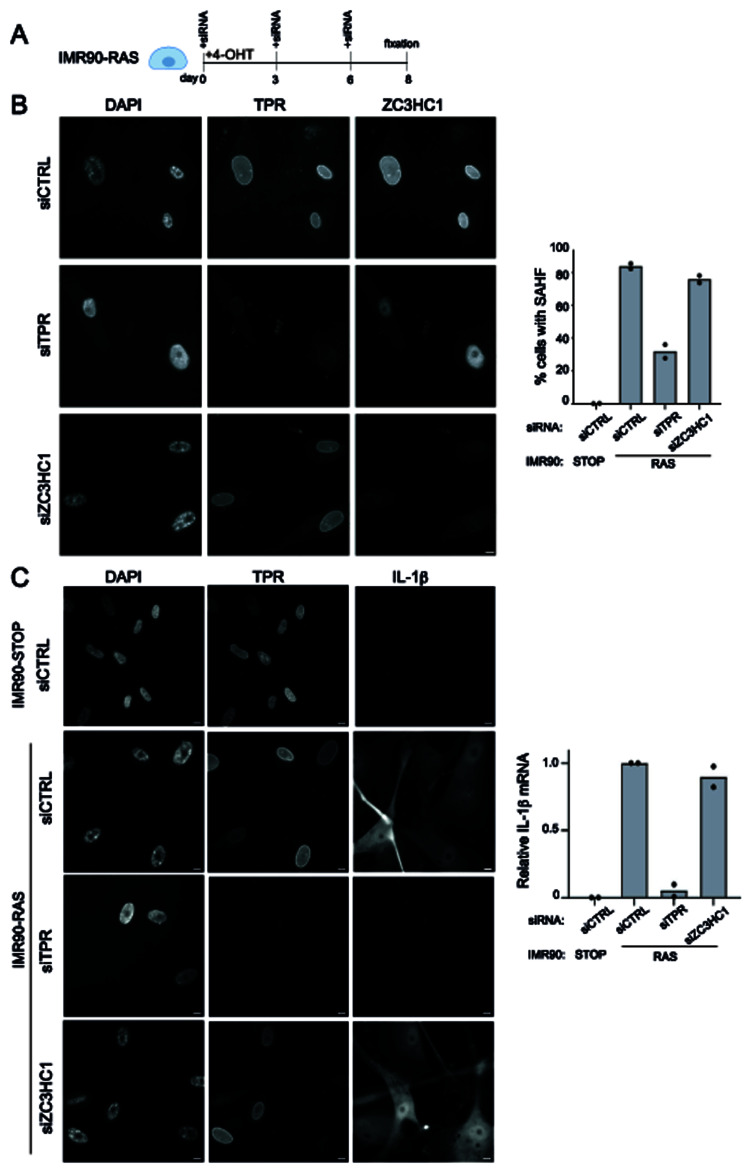
ZC3HC1 knockdown does not affect SAHF or the SASP during senescence. **A**) Schematic of experimental protocol for ZC3HC1 knockdown in IMR90-RAS cells induced into senescence with 4OHT. **B**) Left: TPR and ZC3HC1 immunostaining in senescent IMR90-RAS DAPI-stained cells after 4-OHT and siRNA treatment for 8 days, with antibodies detecting TPR (Abcam ab84516) or ZC3HC1 (gift from Volker Cordes and Philip Gunkel). SAHF are detected as bright DAPI-positive foci in the nucleoplasm. Scale bar = 10μm. Right: Mean percentage of cells containing SAHF in two biological replicates of IMR90-STOP and IMR90-RAS cells treated for 8 days with 4-OHT and control (siCTRL), TPR or ZC3HC1 siRNAs. **C**) Left: immunostaining for TPR and IL-1β in DAPI-stained IMR90-STOP cells and in IMR90-RAS cells after 4-OHT and treatment with control (CTRL) siRNA or with siRNAs targeting TPR or ZC3HC1 for 8 days. Scale bar = 10μm. Right: RT-qPCR for *IL-1β* in STOP cells and RAS cells treated with control (CTRL) siRNA or with siRNAs targeting TPR or ZC3HC1. Expression is relative to RAS cells treated with siCTRL and normalised to *GAPDH* expression.

### The transcriptional signatures of ZC3HC1 and TPR knockdown are distinct

To better differentiate the functions of ZC3HC1 and TPR, we examined whether the transcriptional changes upon ZC3HC1 knockdown are similar to those that we have reported upon knockdown of TPR in IMR90 cells ( Bartlett *et al.*, 2024). We carried out RNA-seq on IMR90 fibroblasts treated with either control (siCTRL) or ZC3HC1 siRNAs for three days, using the same protocol as for TPR knockdown ( Bartlett *et al.*, 2024).

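The experiment gave 4 RNA-seq libraries, 2 from siCTRL cells and 2 from siZC3HC1 cells. IMR90 is a strain of normal human lung fibroblasts, and the siRNAs were pools used at 30 nM. The paper's methods describe these transfections in IMR90-STOP cells, which carry a control retroviral vector, with 4-hydroxytamoxifen present. The sample labels give only IMR90. The paper gives harvest 3 days after siRNA transfection, whereas the sample descriptions also name a repeat transfection on day 3. Polyadenylated RNA was made into strand-specific libraries. The authors deposited the number of reads counted over the exons of each of 57905 Ensembl genes, with GRCh37 coordinates, without normalization and with the replicates kept apart. The paper's text does not name the aligner or the strand setting of the counting, so reads from genes that overlap on opposite strands could be shared between them. The siCTRL libraries held 57093356 and 60849236 counts and the siZC3HC1 libraries 55016444 and 56758187. The 2 libraries of a condition differed by more than sampling noise, with a chi-square per degree of freedom of 13.3 for siCTRL and 10.9 for siZC3HC1, which speaks against 1 library deposited under both numbers. It does not show that the cultures were independent, and each was used as a replicate because its label numbers it as one. Counts were normalized by edgeR's TMM method and are given as CPM, counts scaled by normalized library size. The 16765 genes that passed edgeR's default filter on low counts were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p-value under 0.05, with no limit on the fold change. DESeq2, the tool the paper names, was run as an alternative.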

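In siZC3HC1 cells relative to siCTRL cells, 1102 genes were upregulated and 1431 were downregulated (edgeR's quasi-likelihood test, 2 libraries per condition). Upregulated genes made up 43.5% of the 2533 differentially expressed genes. Most of the changes were small, with a median size of 0.41 on the log2 scale. Of the differentially expressed genes, 102 were at least 2-fold higher and 191 at least 2-fold lower. Leaving out the filter on low counts lowered these numbers most. It tested 30167 genes and left 307 upregulated and 537 downregulated, 36.4% of them upregulated, and all 844 were also called with the filter. DESeq2 called 976 genes upregulated and 1217 downregulated, of which 2099 were called in the same direction by edgeR. With the replicate number as a block in edgeR, which pairs libraries of the same number, 2560 genes were upregulated and 2754 downregulated. Neither the paper nor the sample descriptions state such a pairing.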

ZC3HC1 knockdown led to more extensive changes in gene expression than knocking down TPR ( Bartlett *et al.*, 2024), with 1272 genes upregulated and 1374 downregulated upon ZC3HC1 knockdown ( Figure 3A). 

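ZC3HC1 (ENSG00000091732) lies on the minus strand of chromosome 7 of GRCh37, from 129658126 to 129691291, and its exons merge into 16 blocks. UBE2H-DT, on the opposite strand, overlaps 2.13% of its exonic length. The siCTRL libraries held 1027 and 1157 reads on the gene and the siZC3HC1 libraries 112 and 120. This corresponds to 18.8 ± 0.618 CPM (SD, n = 2) and 2.05 ± 0.0443 CPM (SD, n = 2). The log2 fold change was -3.19 (standard error 0.10), and the adjusted p-value of 1.10e-05 from edgeR's quasi-likelihood test belonged to the smallest p among all genes tested. The log2 fold change stayed between -3.23 and -3.16 when each library was left out in turn. VWA2, named after its values were seen, had a lower fitted log2 fold change of -3.97 (standard error 0.93, adjusted p = 0.0197 from the same test). It had 24 and 12 counts in the siCTRL libraries and 0 and 2 in the siZC3HC1 libraries. Set against a floor of 3 counts, VWA2 was at least 5.92-fold lower, and the fitted value is not a bound. Among the differentially expressed genes with a mean of at least 1 CPM and no overlap between conditions, the fall of ZC3HC1 was the largest.

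**Figure D1:**
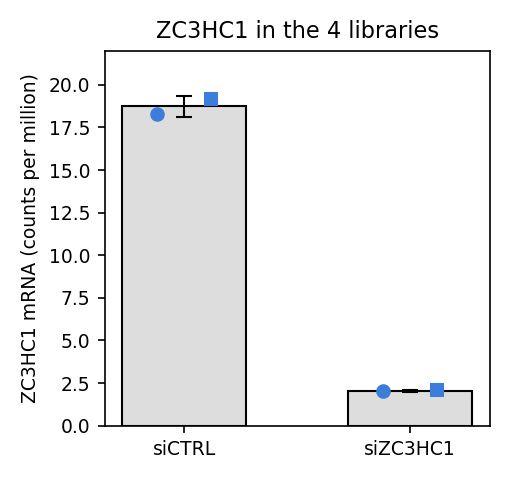
ZC3HC1 mRNA in CPM (y axis) in siCTRL and siZC3HC1 cells. Bars are means, error bars are SDs (n = 2), and the blue points are the single libraries, with replicate 1 as a circle and replicate 2 as a square. Both siZC3HC1 libraries lie far below both siCTRL libraries.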

The most downregulated gene was *ZC3HC1*, confirming successful knockdown. Gene ontology analysis showed significant differences between genes whose expression changes in response to either ZC3HC1 or TPR knockdown ( Figure 3B and C). Loss of ZC3HC1 led to upregulation of genes associated with chromosome segregation and mitosis, consistent with the known role of ZC3HC1 in degrading cyclin B1 ( Bassermann *et al.*, 2005). 

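A list of 110 genes of chromosome segregation and mitosis was written by hand before the data were examined, since no Gene Ontology table was used. All 110 were tested, and 97 had a log2 fold change above 0. The median was 0.29, with quartiles of 0.17 and 0.39. Over all genes tested, 61 genes of the list were upregulated and 3 downregulated at an adjusted p under 0.05 in edgeR's quasi-likelihood test. Adjusted over the list alone, these numbers were 74 and 3. As a set the list was higher in siZC3HC1 cells by camera with a preset inter-gene correlation of 0.01 (adjusted p = 1.10e-17 over 8 lists). With fry, a rotation test, its adjusted p was 0.0576, and with the inter-gene correlation estimated from the data it was 0.390. None of the 8 lists passed an adjusted p of 0.05 under fry or the estimated correlation. Both have few residual degrees of freedom with 2 libraries per condition, so not passing does not show the absence of a shift. The 3 genes of the list with the smallest p were ANLN, GTSE1 and CENPT. ANLN rose from 105.6 ± 4.05 CPM to 148.6 ± 7.04 CPM (SD, n = 2 each), a log2 fold change of 0.49. For GTSE1 and CENPT the log2 fold changes were 0.57 and 0.45, and opposite-strand genes overlap 19.6% of the exonic length of CENPT. CCNB1, which encodes cyclin B1, lies on the plus strand of chromosome 5 from 68462837 to 68474072. Its mRNA rose from 50.7 ± 3.00 CPM to 63.6 ± 0.870 CPM (SD, n = 2 each), a log2 fold change of 0.33 (standard error 0.06, adjusted p = 0.01003 from edgeR's quasi-likelihood test). Without the filter on low counts its adjusted p was 0.0590. The amount of cyclin B1 protein was not measured in these libraries.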

Genes associated with angiogenesis, skeletal system development and extracellular matrix organisation were downregulated upon ZC3HC1 knockdown ( Figure 3B). 

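Lists for the 3 downregulated term groups, written in the same way, behaved differently from one another. Of the 84 extracellular matrix genes tested, 65 had a log2 fold change below 0, and the median was -0.28. Over all genes tested 44 were downregulated and 2 upregulated, and adjusted over the list alone 49 and 7. As a set they were lower by camera (adjusted p = 2.48e-09), with an adjusted p of 0.0576 by fry. PXDN, LAMA2 and COL14A1 had the smallest p in this list, with log2 fold changes of -1.66, -1.08 and -1.43. The median of the 83 skeletal system development genes tested was -0.14. Here 29 were downregulated and 7 upregulated over all genes tested, and 34 and 9 adjusted over the list alone. Their camera adjusted p was 0.00359, and by fry it was 0.0576. The genes with the smallest p were BMP4, PDGFRA and BMP2, with log2 fold changes of -1.19, -1.01 and -1.401. For PDGFRA, 15.8% of the exonic length is shared with FIP1L1 on the same strand. The angiogenesis list was not shifted as a set, with a median of -0.08 over 100 genes tested and a camera adjusted p of 0.457. It held 27 downregulated and 24 upregulated genes over all genes tested, and 33 and 25 adjusted over the list alone. In a one-sided Fisher's exact test of over-representation, chosen after seeing the data, the 27 downregulated genes exceeded the 8.54 expected (odds ratio 4.02, adjusted p = 1.47e-07 over 16 tests), and the 24 upregulated genes exceeded the 6.57 expected (odds ratio 4.57, adjusted p = 8.46e-08). Downregulated genes were also over-represented in the other 2 lists, with odds ratios of 12.1 for extracellular matrix and 5.85 for skeletal system development. Of the angiogenesis genes, those with the smallest p were THBS1, JAG1 and DLL4, and all 3 fell, by 0.78, 0.74 and 1.31 on the log2 scale. Between 6 and 7 tested genes of each of these lists are also in another list.

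**Figure D2:**
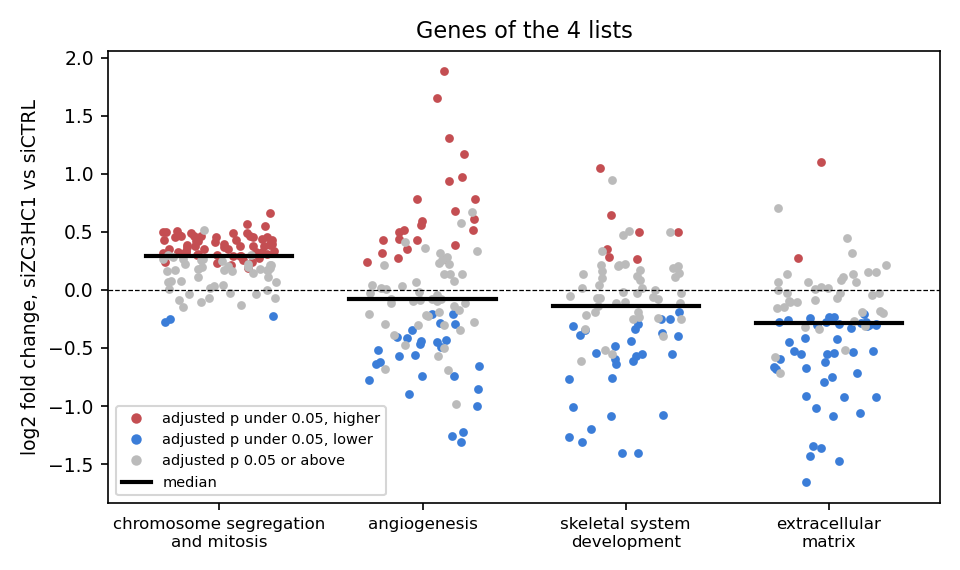
Log2 fold change of siZC3HC1 over siCTRL cells (y axis) for each tested gene of the 4 lists (x axis). Each point is 1 gene, coloured where its adjusted p was under 0.05, and the black lines are the medians, from 0.29 for chromosome segregation and mitosis to -0.28 for the extracellular matrix. The angiogenesis genes lie on both sides of 0.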

TPR knockdown showed the opposite: mRNAs for genes involved in chromosome segregation were downregulated and those associated with extracellular matrix organisation were upregulated ( Figure 3C). This may be consistent with the chromosome segregation defects reported in human cancer cell lines upon TPR knockdown ( Nakano *et al*., 2010).

**Figure 3.**
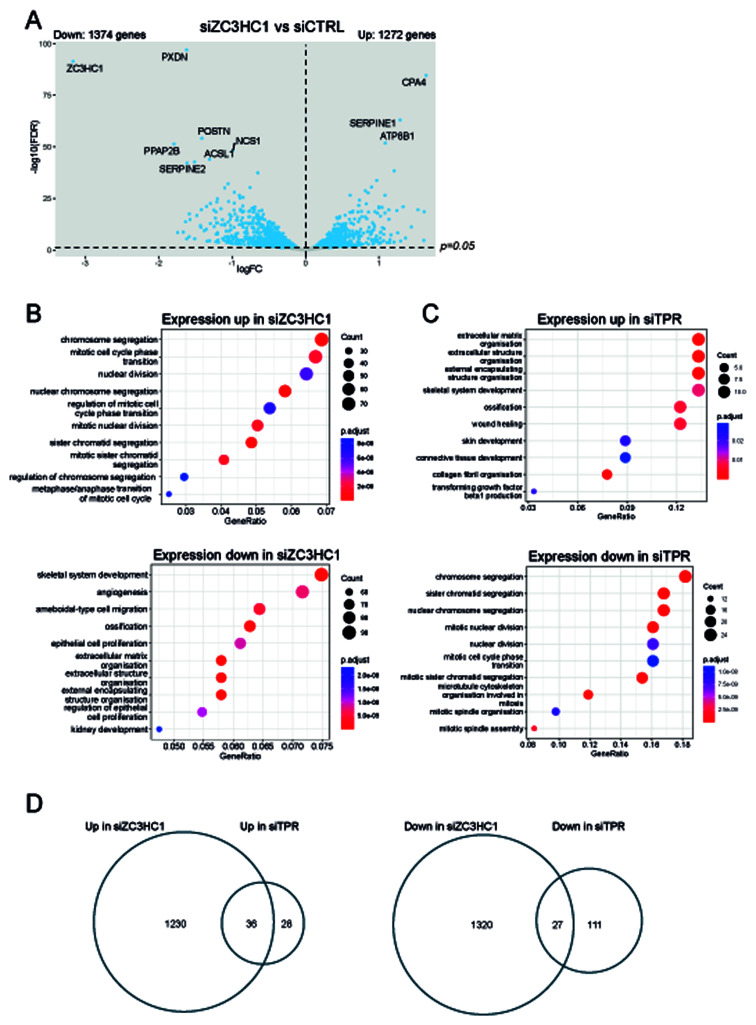
TPR and ZC3HC1 knockdown have distinct transcriptional signatures. **A**) Volcano plots showing differential expression analysis comparing siZC3HC1 and siCTRL samples. IMR90 cells were treated with the indicated siRNAs for 3 days. Blue dots indicate differentially expressed genes (adjusted p-value (FDR) < 0.05). The dashed horizontal line indicates an adjusted p-value of 0.05 and the dashed vertical line indicates a logFC of 0. The 10 genes with the most significant p-values are labelled. **B** and **C**) GO analysis carried out using clusterProfiler ( Wu *et al.*, 2021) for genes which increase or decrease in expression when ( **B**) ZC3HC1 or ( **C**) TPR is knocked down. RNA-seq data for TPR knockdown is taken from ( Bartlett *et al.*, 2024). **D**) Venn diagrams representing the overlaps between significantly up or downregulated transcripts upon TPR or ZC3HC1 loss in IMR90 cells.

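The genes labelled in the volcano plot that are reported here were differentially expressed in the deposited counts, in the direction the plot shows. After ZC3HC1, the smallest p among them belonged to PXDN, which encodes peroxidasin, on chromosome 2 from 1635659 to 1748624. PXDN fell from 2488 ± 145 CPM to 789 ± 32.8 CPM (SD, n = 2 each), with a standard error of 0.07 on its log2 fold change and an adjusted p of 2.83e-05 (edgeR's quasi-likelihood test). Among the labelled genes, the largest fall after that of ZC3HC1 was in PPAP2B, now named PLPP3, with a log2 fold change of -1.86 (standard error 0.14). SERPINE2, POSTN, ACSL1 and NCS1 had log2 fold changes of -1.57, -1.47, -1.35 and -1.01. Among upregulated genes, CPA4 on chromosome 7 rose from 42.1 ± 6.07 CPM to 133.3 ± 15.4 CPM (SD, n = 2 each), a log2 fold change of 1.66 (standard error 0.11). ATP8B1, as which a blurred label was read, rose by 1.095 on the log2 scale. For ATP8B1, 4.78% of the exonic length is shared with genes on the opposite strand. Of the 10 genes with the smallest p in this test, 4 are labelled in the plot, and the lowest placed of the labelled genes, POSTN, had rank 114. With DESeq2 the number was 5.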

To investigate whether the two nuclear basket proteins have any shared functions, we examined how many genes change in expression upon both TPR knockdown and ZC3HC1 knockdown. Thirty-six (2.8%) of the 1236 genes significantly upregulated upon ZC3HC1 knockdown were also upregulated on TPR knockdown (64 genes upregulated in siTPR in total). Despite the relatively small number (36) of shared upregulated genes, this is a higher degree of overlap than expected by change (Odds ratio 60.69; p=2.74e-43). Twenty seven (2.0%) of the 1347 genes downregulated upon ZC3HC1 knockdown were also downregulated on TPR knockdown (138 genes downregulated in total upon TPR knockdown). This is also a higher degree of overlap than expected by chance (Odds ratio 10.40; p=1.88e-17) ( Figure 3D). The limited, but significant, especially for upregulated genes, suggests that TPR and ZC3HC1 have some overlapping, but also many distinct, functions in terms of gene expression and mRNA metabolism.

### ZC3HC1 is not required for the export of mRNAs from intronless genes

Consistent with the known role of TPR in the nuclear export of short and intronless mRNAs via interaction with the TREX-2 complex, TPR knockdown causes significant downregulation of mRNAs from intronless and histone genes ( Aksenova *et al.*, 2020; Bartlett *et al.*, 2024; Lee *et al.*, 2020; Zuckerman *et al.*, 2020). We investigated whether ZC3HC1, by localizing TPR at the nuclear basket, might play a similar role in mRNA nuclear export. Fisher’s exact tests showed that, in contrast to TPR knockdown, there were no more mRNAs for intronless genes significantly downregulated upon ZC3HC1 knockdown than would be expected by chance (p=0.93) ( Figure 4A). 

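Intronless genes were taken as those whose exons in the deposited table merge into 1 block. Of 22912 such genes, 1661 passed the filter on low counts, and 308 of these are protein-coding. Overlapping exons of different transcripts merge too, so a spliced gene with a transcript that covers its introns counts as intronless. Exactly 1 listed exon was found for 21972 genes. Of these, 1362 were tested and 38 were downregulated, against 116.26 expected (odds ratio 0.29). Among the 1431 downregulated genes, 56 were intronless, against 141.8 expected from their share of the genes tested. The odds ratio was 0.35, and Fisher's exact test, one-sided for an excess, gave p = 1. A two-sided Fisher's exact test gave p = 1.48e-18, for fewer downregulated genes than expected. The share of downregulated genes was 3.37% among intronless genes and 9.10% among the others. The intronless genes were expressed at a median of 0.650 CPM and the others at 17.6 CPM. Their median log2 fold changes were -0.01 and -0.001. When list and background were restricted to protein-coding genes, an alternative chosen after seeing the data, the direction changed. Then 41 of 308 intronless genes were downregulated against 32.04 expected, with an odds ratio of 1.33 and a one-sided p of 0.0586 from Fisher's exact test. Among the genes that are intronless by the merging rule, the 3 with the smallest p all fell. Whether each of them is unspliced was not checked. H1FX encodes a linker histone, and SOX4 and ID1 encode transcriptional regulators. SOX4, on chromosome 6 from 21593972 to 21598847, fell from 173.4 ± 2.32 CPM to 103.1 ± 7.55 CPM (SD, n = 2 each), a log2 fold change of -0.75 (standard error 0.06, adjusted p = 3.34e-04 from edgeR's quasi-likelihood test). The log2 fold change of ID1 was -1.12.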

There were also no more histone mRNAs downregulated upon ZC3HC1 knockdown than would be expected by chance (p=0.053) ( Figure 4B). This suggests that, unlike TPR, ZC3HC1 does not have a role in the nuclear export of intronless mRNAs.

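Of 89 histone genes in a list of the HGNC family, 81 were found in the deposited table and 28 were expressed highly enough to be tested. Of these, 5 were downregulated, against 2.39 expected, and 1 was upregulated. The odds ratio was 2.33, and Fisher's exact test, one-sided for an excess, gave p = 0.0853. With the calls of DESeq2, Fisher's exact test gave p = 0.0358, with 5 of 21 tested histone genes downregulated. When only the 51 genes matched by their current identifier were used, an alternative added after its value had been seen, p was 0.0488, with 5 of 24. The downregulated genes were H1FX, H2AFY2, H2AFY, HIST2H2BE and HIST1H2BD. Of these, only H1FX and HIST2H2BE are intronless by the merging rule, and 14 of the 28 histone genes tested are. The histone test is therefore not a test of intronless mRNAs alone. H1FX, on chromosome 3 from 129033615 to 129035120, fell from 53.8 ± 1.23 CPM to 26.9 ± 0.01998 CPM (SD, n = 2 each). Its log2 fold change was -0.998 (standard error 0.06, adjusted p = 1.21e-04 from edgeR's quasi-likelihood test), and an opposite-strand gene, H1-10-AS1, overlaps 22.9% of its exonic length. The other 4 had log2 fold changes from -0.67 to -0.29, and opposite-strand genes overlap 18.7% of the exonic length of H2AFY. H2AFX rose by 0.21 (adjusted p = 0.0457 by edgeR, 0.0610 by DESeq2). H3F3B fell by 0.15, which did not pass the threshold (adjusted p = 0.110 by edgeR). Histone genes are near-identical copies of one another in part, so the counting could have split or dropped reads between them, and most replication-dependent histone mRNAs lack the poly(A) tail that the libraries selected for. From the Fisher's exact tests of intronless and histone genes (Figure 4), the paper proposes that ZC3HC1, unlike TPR, has no role in the nuclear export of intronless mRNAs.

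**Figure D3:**
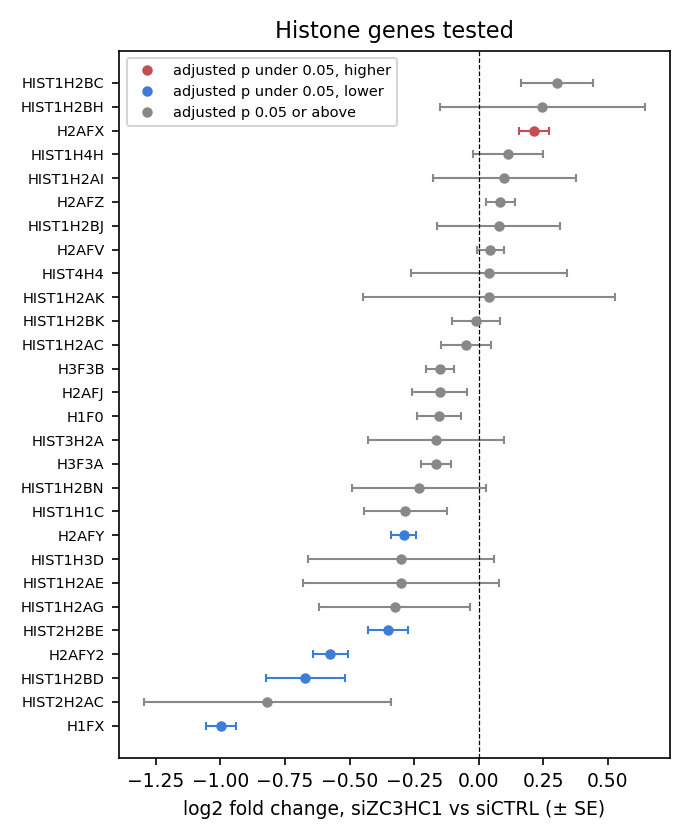
Log2 fold change of siZC3HC1 over siCTRL cells (x axis) for the 28 histone genes tested (y axis). Points are fitted values from 2 libraries per condition, bars are standard errors, and colour marks an adjusted p under 0.05. H1FX lies lowest at -0.998, and H2AFX is the only gene above 0 that is coloured.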

**Figure 4.**
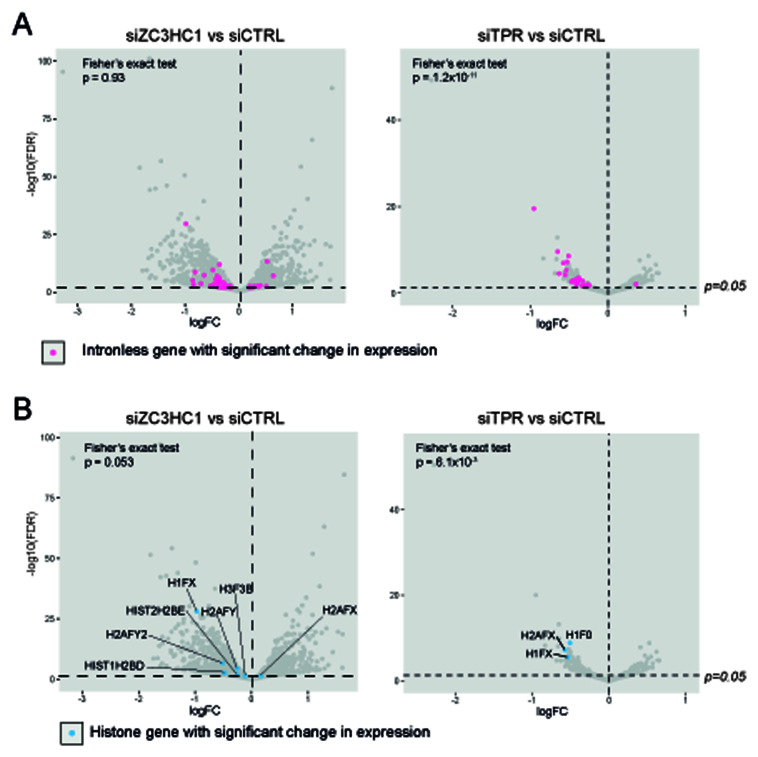
ZC3HC1 knockdown does not affect the expression of intronless or histone genes. **A**) Volcano plots of differential expression analysis of IMR90 cells treated with CTRL vs ZC3HC1 siRNAs (left), or CTRL vs TPR siRNAs (right). Intronless genes are labelled in pink. The horizontal dashed line indicates an adjusted p-value (FDR) of 0.05 and the vertical dashed line indicates a logFC of 0. Fisher’s exact tests were carried out to determine whether the number of downregulated intronless genes was greater than expected by chance. **B**) As in ( **A**) but with histone genes labelled in blue. Fisher’s exact tests were carried out to determine whether the number of downregulated histone genes was greater than expected by chance.

## Discussion

We have confirmed that ZC3HC1 localises to the nuclear periphery, suggesting that it is a nuclear pore protein, as reported ( Gunkel *et al.*, 2021). However, depleting ZC3HC1 in IMR90 cells did not appear to affect the localisation of TPR to nuclear pores, as assessed by immunofluorescence, contrary to previous reports ( Gunkel *et al.*, 2021; Gunkel & Cordes, 2022) ( Figure 1). This suggests that, at least in human fibroblasts, ZC3HC1 may not play the structural role in establishing interconnections between TPR polypeptides at the nuclear basket which has been reported in cancer cells ( Gunkel & Cordes, 2022). In support of this, we show that depletion of ZC3HC1 during oncogene-induced senescence in IMR90-RAS cells does not affect formation of SAHF or induction of the SASP, two OIS cell phenotypes that we have previously shown are dependent on TPR being located at the nuclear pore basket ( Bartlett *et al*., 2024; Boumendil *et al*., 2019) ( Figure 2). NPC composition is known to vary between cell types, levels of *TPR* expression also vary between human tissues, and mutation of nuclear pore basket proteins can result in tissue-specific phenotypes ( Guglielmi *et al*., 2020; Ori *et al*., 2013). In the future it will be interesting to investigate whether these contrasting results about the dependence of TPR localization on ZC3HC1 reflect differences in nuclear pore baskets between cell types.

We did confirm that TPR is required for the localisation of ZC3HC1 to nuclear pores in IMR90 fibroblasts ( Figure 1). Even though ZC3HC1 is displaced to the nucleoplasm on TPR knockdown, only a small number of mRNAs which we previously reported changed in expression after TPR knockdown ( Bartlett *et al.*, 2024) also change in expression upon ZC3HC1 knockdown ( Figure 3). This suggests that most mRNAs that change in expression in response to reduction of ZC3HC1 do not depend on its localisation at the nuclear basket. Amongst the mRNAs downregulated upon ZC3HC1 depletion, we do not see an enrichment of mRNAs originating from intronless or histone genes, which are known to dependent on TPR localisation at the nuclear pore basket for their nuclear export ( Aksenova *et al.*, 2020; Bartlett *et al.*, 2024; Lee *et al.*, 2020) ( Figure 4). This further supports our conclusion that ZC3HC1 is not required for TPR localisation to the nuclear pore basket in IMR90 cells.

Our RNA-seq data showing that levels of mRNAs involved in chromosome segregation and the mitotic cell-cycle phase are elevated on ZC3HC1 knockdown is consistent with a role for ZC3HC1 in the regulation of mitosis. There is a report that ZC3HC1 is a component of a nuclear SCF E3 ligase, which is required for the degradation of cyclin B1 and thereby regulates mitotic entry and exit ( Bassermann *et al.*, 2005), however other reports do not support a role for ZC3HC1 as a SCF E3 ligase ( Gunkel *et al*., 2021; Gunkel *et al*., 2023). To distinguish which functions of ZC3HC1 are dependent on its localisation to the nuclear pore, RNA-seq could be repeated in cells expressing a version of ZC3HC1 which cannot localise to nuclear pores, for example by making a single amino acid substitution in ZC3HC1 (C429S) which abolishes its interaction with TPR ( Gunkel & Cordes, 2022).

## Ethics and consent

Ethical approval and consent were not required

## Data Availability

All quantitative data associated with this manuscript are been deposited in NCBI GEO and is freely accessible with no restrictions on use or distribution. NCBI GEO: RNA-seq data following TPR knockdown in IMR90 cells. GSE264387; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE264387 ( Bartlett *et al.*, 2024) NCBI GEO: RNA-seq data following ZC3H1 knockdown in IMR90 cells. GSE286436; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE286436 ( Bartlett & Bickmore, 2025)

How the deposited data were processed for this re-analysis (not part of the article)

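The data are 4 poly(A) RNA-seq libraries from IMR90 fibroblasts, 2 treated with siCTRL and 2 with siZC3HC1 at 30 nM for 3 days. The TPR-knockdown libraries, the imaging and the RT-qPCR were not analysed here. The authors deposited 1 table of counts, the whole number of reads on the exons of each of 57905 Ensembl genes, in the layout that featureCounts writes, with no normalization. The aligner, its version, read filters and the strand setting are not stated in the paper's text. The deposited table also gives a length per gene, which equals the merged length of the listed exons for all 57905 genes. Its coordinates are those of GRCh37. All 4 sample columns were mapped by name, 0 columns were left over, and 0 rows named no gene. Symbols were taken by identifier for 55538 genes, and 567 more genes with retired identifiers were matched by position and strand to GENCODE 44 on GRCh37, with at least 50% reciprocal overlap.

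What was computed from the deposited counts began with normalization by TMM in edgeR 4.0.16 (R 4.3.3). Genes were filtered by filterByExpr with a minimum count of 10, which left 16765 genes with 99.95% of all counts, and tested with glmQLFit and glmQLFTest without a block. Standard errors are the size of the log2 fold change divided by the square root of F. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Gene lists were tested with camera from limma 3.58.1 on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, adjusted over 8 lists. The lists cover chromosome segregation and mitosis, extracellular matrix, skeletal system development, angiogenesis, DNA replication, interferon-stimulated genes, the nuclear pore and the senescence-associated secretory phenotype (SASP). They were written by hand and stand in for Gene Ontology terms. Intronless and histone genes were compared with downregulated genes by Fisher's exact test, one-sided for an excess, with the genes tested as background. The paper took intronless genes from a UCSC hg19 file, which was not used here.

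Totals ran from 55016444 to 60849236 counts per library. Whether depth or the 2 libraries per condition limit the precision more was not tested. The biological coefficient of variation was 6.11%. On simulated counts with 200 changed genes, edgeR recovered 128 (64.0%) and called 16 of 16242 unchanged genes, and DESeq2 recovered 123.

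The main tests, the rule for naming genes and most alternatives were fixed before the data were examined. Named genes are those the paper names for this experiment, TPR, CCNB1 and IL1B, the 3 largest rises and 3 largest falls among differentially expressed genes with a mean of at least 1 CPM and no overlap between conditions, and the 3 differentially expressed genes with the smallest p in each list and among intronless genes. VWA2 was named after its values were seen. Some genes that meet these rules are not reported here. The alternatives were DESeq2 1.42.0, DESeq2 size factors in edgeR, no filter, at least 10 counts in every library, the replicate number as a block, edgeR's earlier quasi-likelihood method, fry and an estimated correlation for lists, and other lists, backgrounds and sidedness for Fisher's exact test. Each library was also left out in turn, which leaves 1 library in a condition, so these fits give a log2 fold change only. Protein-coding genes only, for the intronless list, histone genes matched by identifier only, and Fisher's exact test of over-representation of each of the 8 lists among upregulated and downregulated genes (adjusted over 16 tests) were added after the data were seen. Identifiers alone found 51 of the 89 histone genes, and the p-value from those 51 had been seen before matching by position raised the number to 81 and moved p from 0.0488 to 0.0853. The matching was extended because retired identifiers had dropped genes from the list.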

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

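Results are given here for genes and gene lists that the paper does not discuss for this experiment. The tests of over-representation, of a fall shared by nuclear pore genes, of a rise of the SASP list and of single libraries were chosen only after the results had been seen.

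TPR mRNA was lower in siZC3HC1 cells, at 132.4 ± 2.51 CPM against 156.1 ± 3.55 CPM (SD, n = 2 each), a log2 fold change of -0.24 (standard error 0.05, adjusted p = 0.0172 by edgeR). Without the filter on low counts the adjusted p was 0.0712, and with DESeq2 it was 0.00812. Several technical explanations were tested and left most of the fall in place. The log2 fold change was -0.25 after a trend of all genes on exonic GC content was removed and -0.20 after a trend on exonic length was removed. It was -0.22 with library sizes that left out the 100 most abundant genes. A fall shared by nuclear pore genes was not seen, since the median of that list was 0.071, or 0.025 without siZC3HC1 replicate 1. Exons of PRG4 and a small RNA gene overlap 6.27% of the exonic length of TPR, which was not tested. Whether the siRNA pool acts on TPR directly, or ZC3HC1 depletion lowers TPR mRNA, stays open. TPR protein was not measured in these libraries.

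The DNA replication list was higher in siZC3HC1 cells, with a median log2 fold change of 0.13 over 54 genes, 43 of them above 0, and a camera adjusted p of 0.00104. Over all genes tested 7 genes were upregulated and 2 downregulated, and adjusted over the list alone 8 and 2. The median was 0.15 after removal of the GC trend, 0.16 after removal of the length trend and 0.15 with library sizes without the 100 most abundant genes. The adjusted p was 0.261 by fry and 0.667 with the estimated correlation. The 7 upregulated genes were not over-represented in a one-sided Fisher's exact test (3.55 expected, adjusted p = 0.124 over 16 tests), and without siZC3HC1 replicate 1 the median was 0.09. Of the 3 genes with the smallest p, GINS1 and RRM2 rose by 0.58 and 0.36 on the log2 scale and CCNE1 had a log2 fold change of -0.57. A biological change in cycling is a hypothesis, weighed with the mitosis list under the other observations.

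The largest rises with a mean of at least 1 CPM were those of CXCL8, BIRC3 and RPS6KL1, with log2 fold changes of 1.88, 1.76 and 1.70 (adjusted p = 0.0286, 4.42e-04 and 0.00502 by edgeR). CXCL8 varied between libraries, with 2.52 and 1.26 CPM in siCTRL and 10.0 and 3.83 CPM in siZC3HC1 cells. Its log2 fold change was 1.02 without siZC3HC1 replicate 1, the lowest value of the 3 genes over the fits that each left out 1 library. BIRC3 and RPS6KL1 stayed at 1.55 and 1.32 or above in these fits, so no single library makes their rises alone. For CXCL8 the fits do not decide this, since its siCTRL libraries also differed from each other. Replicate 1 was the higher library of CXCL8 in both conditions. Its log2 fold change was 1.86 under the replicate block and 1.82 for DESeq2 with replicate block. The adjusted p of CXCL8 was 0.0920 with DESeq2 and 0.170 without the filter on low counts. It was 4.11e-07 under the replicate block and 4.0e-11 for DESeq2 with replicate block, but a pairing of the libraries is not established. Under the remaining alternatives it ran from 0.0270 to 0.0314. The lowest of the 3 log2 fold changes was 1.73 after the GC trend was removed, 1.74 after the length trend was removed and 1.73 without the 100 most abundant genes in the library sizes. CXCL8 is a SASP gene. Whether its rise belongs to one of the SASP list as a whole stays open, since that list had 6 upregulated and 7 downregulated genes among 25 tested and a camera adjusted p of 0.534. Both numbers exceeded those expected, 1.64 and 2.13, in one-sided Fisher's exact tests (adjusted p = 0.0109 and 0.0106 over 16 tests). This too was at first counted against a shared rise. A biological response to ZC3HC1 depletion stays open as a hypothesis, and so does an effect of the siRNA pool on other transcripts, which was not tested.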

How the results depend on the processing

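The counts of differentially expressed genes depended on 2 choices. Without the filter on low counts, 307 genes were upregulated and 537 downregulated, with 30167 genes tested instead of 16765, and the cause was not tested. Under the replicate block, which pairs libraries of the same number, 2560 were upregulated and 2754 downregulated. Neither the paper nor the sample descriptions say that a number marks a shared batch. Deviations of same-numbered libraries from their group means had a correlation of 0.17 across genes, the second principal component (23.7% of the variance) separated the numbers, and the biological coefficient of variation fell to 3.01%. With 2 pairs the numbers do not establish a pairing. Under the other alternatives between 976 and 1169 genes were upregulated and between 1217 and 1409 downregulated. For the histone genes the replicate block gave p = 0.0305 in Fisher's exact test.

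With fry and the estimated correlation, the chromosome segregation and mitosis, extracellular matrix, skeletal system development and DNA replication lists (medians of 0.29, -0.28, -0.14 and 0.13) did not pass the threshold. Their adjusted p was 0.0576, 0.0576, 0.0576 and 0.261 by fry, and 0.390, 0.390, 0.390 and 0.667 with the estimated correlation. The fry test takes the genes of a list by themselves, whereas camera compares them with the other genes. With 2 libraries per condition few residual degrees of freedom remain for fry and the estimated correlation. Not passing them therefore does not show that a list was unshifted. With camera at the preset correlation these 4 lists passed without the filter, with at least 10 counts in every library, with DESeq2 size factors and under the replicate block. The other 4 lists passed under none of these alternatives. Over-representation by Fisher's exact test, chosen after seeing the data, asks another question and treats genes as independent. With it the angiogenesis list, with its median of -0.083, passed among both downregulated and upregulated genes (adjusted p = 1.47e-07 and 8.46e-08). The SASP list also passed among both (adjusted p = 0.0106 and 0.0109). The mitosis, extracellular matrix and skeletal lists passed only in the direction of their medians. Across the 4 fits that each left out 1 library, the median ran from 0.27 to 0.31 for chromosome segregation and mitosis, from -0.29 to -0.25 for the extracellular matrix and from -0.16 to -0.11 for skeletal system development. It ran from -0.11 to -0.080 for angiogenesis, from 0.09 to 0.16 for DNA replication and from -0.14 to 0.11 for interferon-stimulated genes. For the nuclear pore it ran from 0.025 to 0.11 and for SASP genes from 0.10 to 0.22. The lowest nuclear pore and DNA replication values were those without siZC3HC1 replicate 1, and the lowest SASP value that without siZC3HC1 replicate 2. The interferon-stimulated median was -0.14 without siCTRL replicate 2 and 0.11 without siCTRL replicate 1. The log2 fold change of ZC3HC1 ran from -3.23 to -3.16, and with all 4 libraries every alternative gave -3.19.

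Fisher's exact test for the intronless genes gave a one-sided p above 0.99 under every alternative set before the data were examined, and a two-sided p of 1.48e-18 for a deficit. With protein-coding genes only, chosen after seeing the data, the direction reversed and p was 0.0586. Over the same genes, 78 of 308 were downregulated under the replicate block against a median of 54 in expression-matched sets, of which 0% held as many (one-sided Fisher's exact test p = 0.0104). For DESeq2 with replicate block 30 of 244 were downregulated against 26, and 26.4% of sets held as many (p = 0.382 in the same Fisher's exact test). For the histone genes p passed 0.05 with DESeq2 (0.0358), under the replicate block and with the 51 genes matched by identifier only (0.0488, an alternative added after its value had been seen). Under the remaining alternatives p ran from 0.0504, with all genes of the table as background, to 0.158, for DESeq2 with replicate block. It was 0.133 without the filter on low counts and 0.0962 with CENPA added. The histone result therefore changes its side of 0.05 with the processing.

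For 46 other single genes, 304 of 322 comparisons with an alternative kept the direction and the side of the threshold. Another 16 lost the threshold, 11 of them without the filter on low counts, and 2 passed it, both for H3F3B with a replicate block. None changed direction, and all 184 values with 1 library left out kept the sign. CXCL8 was the only one of these genes whose value moved by more than 1.5 times, to 1.02 without siZC3HC1 replicate 1.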

Differences from the paper's values

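For the histone genes, the paper reports a Fisher's exact test p of 0.053, and the value here was 0.0853. Of the alternatives set before the data were examined, p lay within 1.5 times the paper's value with DESeq2 (0.0358, on the other side of 0.05), with at least 10 counts in every library (0.0760) and with all genes of the table as background (0.0504). It did not with DESeq2 size factors (0.0797), without the filter on low counts (0.133), under the replicate block (0.0305), for DESeq2 with replicate block (0.158), with edgeR's earlier quasi-likelihood method (0.0810), with CENPA added (0.0962) or in a two-sided test (0.0853). With histone genes matched by identifier only, an alternative chosen after seeing the values, p was 0.0488.

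The paper's 1272 upregulated and 1374 downregulated genes lay within 1.5 times of the 1102 and 1431 found here. Its numbers in the paragraph on the overlap with TPR knockdown are 1236 and 1347. DESeq2 with replicate block gave 1169 and 1377. The count of 2560 upregulated and 2754 downregulated genes under the replicate block, and that of 307 and 537 without the filter on low counts, lay outside that range. For the intronless genes, the paper's p of 0.93 and the value of 1 found here lay within the same range, but p was 0.0586 with protein-coding genes only, chosen after seeing the values, and 1.48e-18 in a two-sided test.

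The paper names ZC3HC1 as the gene with the largest fall. Here the fitted log2 fold change of VWA2 was lower, at -3.97 against -3.19, with at most 2 counts in the siZC3HC1 libraries. Among the differentially expressed genes of each fit, ZC3HC1 came first with DESeq2, for DESeq2 with replicate block and without the filter on low counts. It also came first with at least 10 counts in every library, but that rule leaves VWA2 out by its counts. A gene that missed the threshold was not ranked, so these settings do not show a smaller fall of VWA2.

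The volcano plot labels its 10 genes as those with the smallest p. Of the 10 smallest p here 4 were among them. The number was 5 with DESeq2, 6 for DESeq2 with replicate block and 7 under the replicate block, so no setting gave all 10. The figure marks H3F3B as significantly changed, and here its adjusted p was 0.110. It passed the threshold under the replicate block (0.00230) and for DESeq2 with replicate block (0.0166).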

Other observations

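The tests of the protein-coding intronless genes were chosen only after their over-representation had been seen, although the results of the matched sets had not.

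Chromosome segregation and mitosis genes were higher and extracellular matrix genes lower in siZC3HC1 cells, and 3 technical explanations did not account for either. After a trend on exonic GC content was removed, the medians were 0.28 and -0.24. They were 0.32 and -0.25 after a trend on exonic length was removed, and 0.31 and -0.26 with library sizes that left out the 100 most abundant genes. Both lists still passed camera's threshold after each trend was removed. A candidate explanation for the mitosis genes is a larger share of cycling cells in every phase, which predicts that DNA replication genes also rise. The DNA replication list was higher (camera adjusted p = 0.00104), so this explanation stays open. Its median was 0.13 (0.09 without siZC3HC1 replicate 1) against 0.29 for mitosis genes, and the difference was not tested. In the DNA replication list 11 of 54 genes had a log2 fold change below 0, and 2 of these were downregulated, CCNE1 and, named after its values were seen, PCNA (log2 fold change -0.24). Neither list passed under fry. A role of ZC3HC1 in mitosis, as the paper proposes, stays open too and was not tested against it.

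Whether an interferon response to the transfected siRNA underlies changes in genes the paper does not discuss stays open. The interferon-stimulated list had a median of -0.01, with 3 upregulated and 4 downregulated genes among 46 tested and a camera adjusted p of 0.793. By the rule set beforehand the lack of a rise counted against this response. It was judged undecided after the result was seen, since the genes moved both ways and the median was -0.14 without siCTRL replicate 2 and 0.11 without siCTRL replicate 1. STAT2 had a log2 fold change of -0.43, and EPSTI1 rose by 0.80. Within the nuclear pore list NDC1 and NUP35 rose by 0.32 and 0.47, the camera adjusted p was 0.110, and the list's median of 0.071 was 0.025 without siZC3HC1 replicate 1.

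The paper reports on IL-1β and the SASP in senescent IMR90-RAS cells, which these libraries do not represent. In the present IMR90 cells IL1B had 3 and 13 counts in siCTRL and 7 and 5 in siZC3HC1 libraries and was not tested. The SASP list had a median of 0.16, or 0.10 without siZC3HC1 replicate 2, with PLAU higher by 0.61 and TNFRSF11B lower, at -1.41. For PLAU, 31.0% of the exonic length is shared with C10orf55 on the opposite strand. Among the largest falls were COLEC12, with a log2 fold change of -2.56, and EFCC1, with -2.17.

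Intronless genes were under-represented among downregulated genes, and their low expression was tested as the cause. In 10000 gene sets of the same size matched on mean expression, the median number of downregulated genes was 66, and the central 95% ran from 53 to 81. The observed 56 lies inside this range, so low expression is a candidate explanation for most of the deficit.

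Protein-coding intronless genes showed the opposite. Of 308 genes, 41 were downregulated, against a median of 28 in 10000 expression-matched protein-coding sets, of which 1.04% held as many. Without histone genes 39 of 294 were downregulated against 27. For the 28 histone genes themselves the matched median was 2, with a central 95% from 0 to 5, and 6.50% of sets held 5 or more. Lower expression may therefore have hidden part of an excess. Matching on expression and length gave a median of 24, so gene length did not account for it. Matching on expression and GC content gave a median of 31 and a central 95% from 21 to 41, so GC content may account for part of the excess. Among genes whose exons overlap no other gene, 28 of 199 were downregulated against a median of 20, with a central 95% from 12 to 28. By the rule set beforehand this count, inside the range, left overlapping genes open as the cause. The result was then judged undecided after it was seen, since the share of 14.1% was no lower than the 13.3% of all 308 and fewer genes remained. The excess was not stable across fits. Among the fits without a replicate block, the share of matched sets with as many downregulated genes was 10.9% with DESeq2, 9.23% without the filter on low counts, 0.81% with DESeq2 size factors, 0.49% with at least 10 counts in every library and 0.55% with edgeR's earlier method. The one-sided Fisher's exact test over protein-coding genes gave p from 0.0257 to 0.766 over the same fits. All these sets hold genes whose exons merge into 1 block, which can include spliced genes. They were not tested again with genes that have exactly 1 listed exon, so the excess cannot be assigned to unspliced mRNAs. The hypothesis that ZC3HC1 knockdown lowers mRNAs of protein-coding intronless genes is therefore open.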
